# Ocular-Component-Specific miRNA Expression in a Murine Model of Lens-Induced Myopia

**DOI:** 10.3390/ijms20153629

**Published:** 2019-07-24

**Authors:** Yasuhisa Tanaka, Toshihide Kurihara, Yumi Hagiwara, Shin-ichi Ikeda, Kiwako Mori, Xiaoyan Jiang, Hidemasa Torii, Kazuo Tsubota

**Keywords:** miRNA, lens-induced myopia, ocular components

## Abstract

To identify tissues and molecules involved in refractive myopic shift and axial length elongation in a murine lens-induced myopia model, we performed a comprehensive analysis of microRNA (miRNA) expression. Three weeks after negative 30 diopter lens fixation on three-week-old C57BL/6J mice, total RNA was extracted from individual ocular components including cornea, iris, lens, retina, retinal pigment epithelium (RPE)/choroid, and sclera tissue. The miRNA expression analysis was pooled from three samples and carried out using Agilent Mouse miRNA Microarray (8 × 60 K) miRBase21.0. The expression ratio was calculated, and differentially expressed miRNAs were extracted, using GeneSpring GX 14.5. Myopic induction showed a significant myopic refractive change, axial elongation, and choroidal thinning. Through the comprehensive miRNA analysis, several upregulated miRNAs (56 in cornea tissue, 13 in iris tissue, 6 in lens tissue, 0 in retina tissue, 29 in RPE/choroid tissue, and 30 in sclera tissue) and downregulated miRNAs (7 in cornea tissue, 28 in iris tissue, 17 in lens tissue, 9 in retina tissue, 7 in RPE/choroid tissue, and 40 in sclera tissue) were observed. Overlapping expression changes in miRNAs were also found in different ocular components. Some of this miRNA dysregulation may be functionally involved in refractive myopia shift and axial length elongation.

## 1. Introduction

In 2000, there were 1.4 billion myopic people globally without correction of refractive errors [1]. It has been predicted that the population of people with myopia will increase to 4.8 billion by 2050 [1,2]. This expansion in the prevalence of myopia is dramatic; therefore, there is an urgent need to understand the mechanisms underlying the development and progression of myopia and establish a treatment. Previous studies have revealed some of the molecular and cellular mechanisms that underlie myopia development; for example, a large genome-wide analysis and a meta-analysis have been performed [3,4]. However, more data are needed to identify the causative factors and biomarkers of myopia progression.

As experimental animal models of myopia, two types of induction, form-deprived myopia (FDM) and lens-induced myopia (LIM), have been performed in mice [5], chicks [6,7], guinea pigs [8,9], tree shrews [10], rabbits [11], and monkeys [12]. Proteomic and microarray analyses have been performed using these experimental animal models of myopia, and changes in several factors were reported [13,14].

MicroRNAs (miRNAs) are single-stranded RNAs comprised of non-coding RNAs of 21–24 nucleotides in length that are known to inhibit gene expression after transcription [15]. MiRNAs play an important role in various diseases [16,17], and may be used as biomarkers of disease. MiRNAs may exist in serum and plasma [18,19], and miRNAs from validated blood samples can be used as predictors of myopia progression. Several previous studies focused on miRNAs involved in myopia progression suggested the possibility of using miRNAs as biomarkers of myopia progression [20,21].

In this study, using a murine model of LIM [5], a comprehensive analysis of miRNA was performed in individual ocular tissues, including cornea, iris, lens, retina, retinal pigment epithelium (RPE)/choroid, and sclera tissues, with the aim of investigating the expression pattern of and change in miRNAs during myopia progression.

## 2. Results

### 2.1. Refractive Error and Axial Length Changes in the Murine Model of Myopia

Three-week-old C57/BL/6J mice wore a negative 30 diopter (D) lens on the right eye. After three weeks, the changes in refractive error and axial length were evaluated. The naïve right eyes of the mice that were not wearing a lens were used as normal eyes. The eyes with lens-induced myopia showed a significant myopic shift in refractive error (−18.42 D ± 3.98) compared to normal eyes (0.95 D ± 1.85) (*p* < 0.001, Figure 1a). A significant axial elongation was also observed in eyes with lens-induced myopia (0.273 mm ± 0.009) compared to normal eyes (0.155 mm ± 0.015) (*p* < 0.001, Figure 1b).

### 2.2. Change in Retinal and Choroidal Thickness

Three-week-old C57/BL/6J mice wore a negative 30 D lens on the right eye. After three weeks, the changes in retinal and choroidal thickness were evaluated. The naïve right eyes of the mice that were not wearing a lens were used as normal eyes. The eyes with lens-induced myopia showed a reduction in retinal thickness (−12.432 μm ± 8.937) compared to normal eyes (−1.887 μm ± 10.417) (Figure 2a). A significantly thinner choroid was also observed in eyes with lens-induced myopia (–4.196 μm ± 1.716) compared to normal eyes (0.405 μm ± 0.995) (*p* < 0.05, Figure 2b).

### 2.3. Differentially Expressed miRNAs in Individual Ocular Components During Myopia Progression

Each eyeball was separated into cornea, iris, lens, retina, RPE/choroid, and sclera (Figure 3). 

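The miRNA signals came from 1-color arrays that carry probes for 1881 mouse miRNAs, with 30 spots per miRNA divided among 1 to 4 probes. For each tissue of the normal and the −30 D eyes, total RNA from 3 mice was mixed in equal amounts, labeled with cyanine 3 and applied to 1 array. Each tissue was therefore measured once per condition, so that no p-value can be given for a change within a tissue, and every ± value is the error of the signal within a single array, without any spread between animals. The comparison rests on 12 arrays, from 6 ocular tissues of eyes that wore the −30 D lens for 3 weeks and of normal eyes, and this number of arrays limits its precision. All arrays of a lens group lay on 1 slide of 8 arrays, and no slide held more than 1 lens group, so that slide and lens group cannot be told apart. The authors digitized the scans with Feature Extraction, which gives each probe a total signal (an intensity after background subtraction) with an error. The files flag a miRNA as detected when at least 1 of its probes has a signal above 3 errors. The signal of a miRNA was taken as the sum over its probes above this limit. A deposited table that the authors named normalized held the same sums without scaling between arrays, with a largest difference of 0.023 over 3338 detected values, and gave 0.1 for every miRNA not detected. The sums were scaled here so that the 75th percentile over the 79 miRNAs detected on all 24 arrays of the series was equal on every array, and a miRNA not detected was set to 0.1 after scaling. Between 129 miRNAs, on the −30 D array of the lens, and 239 miRNAs, on the normal array of the sclera and the −30 D array of the RPE/choroid, were detected on the 12 arrays.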

The miRNA array was evaluated using the tissues of the individual ocular components. 

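A miRNA was counted as changed between the −30 D and the normal array of a tissue at a ratio above 2 or below 0.5 with the detected flag on both arrays, or above 5 or below 0.2 with the flag on 1 of the 2 arrays. By these criteria, 52 miRNAs were higher and 7 lower in the cornea of eyes with the −30 D lens, 17 higher and 25 lower in the iris, and 6 higher and 11 lower in the lens. In the retina, 0 miRNAs were higher and 9 lower. The RPE/choroid had 30 higher and 5 lower miRNAs, and the sclera 35 higher and 36 lower. The total was 233 changes over the 6 tissues, of which 67 had the flag on both arrays and 166 on 1 array only. Among miRNAs detected on both arrays, 92.3% lay within a 2-fold ratio in the cornea, 94.6% in the iris, 96.8% in the lens, 95.4% in the RPE/choroid and 84.6% in the sclera, and all 222 did in the retina. Scaling shifted the log2 ratios of the −30 D to the normal array by −0.29 in the cornea, 0.11 in the iris, 0.26 in the lens, −0.07 in the retina, and 0.14 in both the RPE/choroid and the sclera. Without scaling, 242 changes were counted, of which 223 were shared with the 233. The alternative that moved the total most was a normexp background correction with an offset of 50, which left 6 changes. By construction, such an offset draws the ratios of dim miRNAs toward 1, and undetected miRNAs kept their own corrected value there. This count therefore does not show how many of the changes are false. On the arrays of eyes that wore a 0 D lens, which the paper's text does not describe, the same criteria gave 211 changes against the normal arrays.

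**Figure D1:**
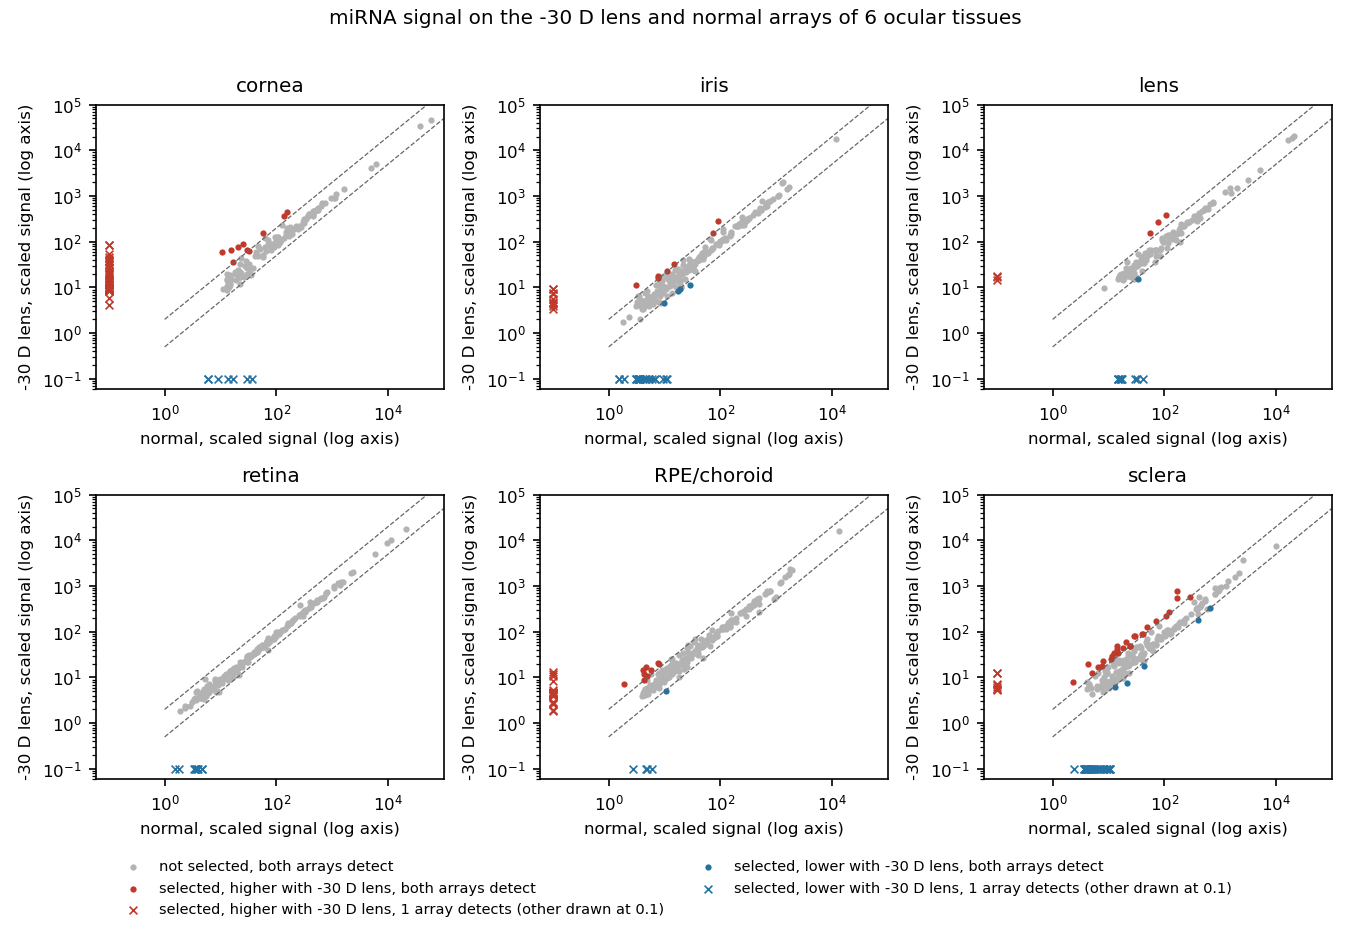
Scaled signals (intensity, log axes) of each miRNA on the normal array (horizontal) and the −30 D lens array (vertical) of 6 ocular tissues, with 1 array per point and axis. Circles are miRNAs detected on both arrays and crosses miRNAs detected on 1 array only, drawn at 0.1 on the other, red for the 140 higher and blue for the 93 lower with the −30 D lens; dashed lines mark a 2-fold ratio, and 166 of the 233 colored points are crosses.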

A number of upregulated miRNAs (56 in cornea tissue, 13 in iris tissue, 6 in lens tissue, 0 in retina tissue, 29 in RPE/choroid tissue, and 30 in sclera tissue) and downregulated miRNAs (7 in cornea tissue, 28 in iris tissue, 17 in lens tissue, 9 in retina tissue, 7 in RPE/choroid tissue, and 40 in sclera tissue) were found in myopic tissues compared to normal tissues (Table 1, Figure 4, Figure 5, Figure 6, Figure 7, Figure 8 and Figure 9).

### 2.4. Overlapping Expression Changes in miRNAs in Different Ocular Component Tissues

Overlapping expression changes in miRNAs were found in different ocular tissues. 

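Over the 6 tissues, 158 different miRNAs were counted as changed, of which 104 were changed in 1 tissue only, 35 in 2 tissues, 17 in 3 tissues and 2 in 4 tissues. Among the 15 pairs of tissues, 98 changes of a miRNA were shared by both tissues of a pair, 64 in the same direction and 34 in opposite directions. When each miRNA is listed under the first of its tissues only, as in Table 2, Table 3, Table 4, Table 5 and Table 6, 75 shared changes were left, and 77 without scaling.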

Table 2 shows the miRNAs that were upregulated in both corneal and other tissues (4 in iris tissue, 2 in lens tissue, 3 in RPE/choroid tissue, and 15 in sclera tissue), the miRNAs that were upregulated in corneal tissue and downregulated in other tissues (three in iris tissue and two in sclera tissue), the miRNAs that were downregulated in corneal tissue and upregulated in other tissues (two in RPE/choroid tissue), and the miRNAs that were downregulated in both corneal tissue and other tissues (one in iris tissue and three in lens tissue). 

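Of the 52 miRNAs higher in the cornea of eyes with the −30 D lens, 7 were also higher in the iris, 2 in the lens, 3 in the RPE/choroid and 17 in the sclera, while 3 were lower in the iris and 1 in the sclera. Among the 7 miRNAs lower in the cornea, 1 was lower in the iris, 2 were lower in the lens and 2 were higher in the RPE/choroid. The 7 miRNAs higher in both cornea and iris were mmu-miR-1224-5p, mmu-miR-129b-5p, mmu-miR-2137, mmu-miR-504-3p, mmu-miR-6904-5p, mmu-miR-6918-5p and mmu-miR-7686-5p, and only mmu-miR-1224-5p was detected on all arrays of both tissues. Without scaling, mmu-miR-504-3p, mmu-miR-6904-5p and mmu-miR-6918-5p no longer met the criteria in the iris, and mmu-miR-504-3p is named here after its values were seen.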

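Apart from miRNAs changed in the cornea, 4 miRNAs higher in the iris with the −30 D lens were also higher in the RPE/choroid and 1 in the sclera, and 3 were lower in the sclera. Of those lower in the iris, 7 were higher in the RPE/choroid and 1 was higher in the sclera, while 1 was lower in the lens, 1 in the RPE/choroid and 4 in the sclera. mmu-miR-6906-5p, which was detected on both arrays of 3 tissues, rose in the iris with a log2 ratio of 1.91 ± 0.52 and in the RPE/choroid with 1.85 ± 0.51, and was lower in the sclera with −1.52 ± 0.39. In both tissues with a rise it was not detected on the array of the 0 D lens.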

Table 3 shows the miRNAs that were upregulated in both iris and other tissues (four in RPE/choroid tissue and one in sclera tissue), the miRNAs that were upregulated in iris tissue and downregulated in other tissues (one in lens tissue and three in sclera tissue), the miRNAs that were downregulated in iris tissue and upregulated in other tissues (six in RPE/choroid tissue and one in sclera tissue), and the miRNAs that were downregulated in both iris tissue and other tissues (one in lens tissue, one in RPE/choroid tissue, and four in sclera tissue). 

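Apart from miRNAs changed in the cornea or the iris, mmu-miR-96-5p and mmu-miR-183-5p were higher in the lens and lower in the sclera with the −30 D lens. With quantile normalization, their log2 ratios in the sclera were −0.87 and −0.91, and neither met the criteria there. mmu-miR-183-5p had a log2 ratio of −30 D to normal of −1.01 ± 0.19 in the sclera, and its log2 ratio of the 0 D to the normal array was 1.24 in the lens and −1.38 in the sclera. Its scaled signal in the lens was 0.792% of that in the retina on the normal arrays and 3.01% on the −30 D arrays. mmu-miR-124-3p, with a log2 ratio of 1.89 ± 0.21 in the lens, had −0.87 ± 0.19 in the sclera, where it met the criteria only without scaling (−1.01). mmu-miR-6965-5p was counted as lower in the lens, the retina and the sclera and as higher in the RPE/choroid, with the flag on both arrays in the lens alone. No miRNA outside those changed in the cornea or iris was higher in both lens and RPE/choroid, or lower in the lens and higher in the sclera.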

Table 4 shows the one miRNA that was upregulated in both lens and RPE/choroid tissues, the three miRNAs that were upregulated in lens tissue and downregulated in sclera tissue, the miRNAs that were downregulated in lens tissue and upregulated in other tissues (one in RPE/choroid tissue and one in sclera tissue), and the miRNAs that were downregulated in both lens and other tissues (two in retina tissue and two in sclera tissue). 

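Among the 9 miRNAs lower in the retina with the −30 D lens, mmu-miR-1904 and mmu-miR-705 were higher in the RPE/choroid and had not changed in the cornea, iris or lens, and mmu-miR-705 is named here after its values were seen. All 9 retinal changes had the flag on the normal and not on the −30 D array. mmu-miR-1904 had a scaled signal of 4.58 ± 1.13 on the normal retina array and was not detected with the 0 D lens either. mmu-miR-202-3p was lower in both retina and sclera and in no other tissue, a pair for which Table 5 lists no miRNA. Without scaling, it was also lower in the lens and is listed there.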

Table 5 shows the two miRNAs that were downregulated in retina tissue and upregulated in RPE/choroid tissue. Table 6 shows the four miRNAs that were upregulated in both RPE/choroid tissue and sclera tissue, the two miRNAs that were upregulated in RPE/choroid tissue and downregulated in sclera tissue, and the two miRNAs that were downregulated in RPE/choroid tissue and upregulated in sclera tissue. In these expression changes in miRNAs, 18 miRNAs overlapped in more than three different types of ocular component tissue (Table 7).

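Apart from miRNAs changed in a tissue named earlier in this order, 4 miRNAs were higher in both RPE/choroid and sclera with the −30 D lens, 2 were higher in the RPE/choroid and lower in the sclera, and 1, mmu-miR-872-5p, named here after its values were seen, was lower in both. Counted over all miRNAs, these numbers were 5, 7 and 2. mmu-miR-182-5p had a log2 ratio of −0.89 ± 0.22 in the RPE/choroid, which met the criteria only without scaling (−1.03), and was lower in the sclera with and without scaling.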

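By the same criteria, 19 miRNAs were changed in 3 or more ocular tissues, of which 16 are in Table 7. The 2 others of Table 7 were changed in 2 tissues here: mmu-miR-96-5p in the lens and the sclera, and mmu-miR-202-3p in the retina and the sclera. Without scaling, 18 miRNAs were changed in 3 or more tissues, and all 18 are in Table 7. With an undetected miRNA set to the lowest detected signal of its array, 8 miRNAs were left, the same number as with a ratio of 3 in place of 2 where both arrays detect the miRNA. The scaled signal of mmu-miR-1224-5p rose from 165 ± 14.8 to 792 ± 70.2 in the sclera, a log2 ratio of 2.27 ± 0.18, with log2 ratios of 1.56 ± 0.19 in the cornea and 1.68 ± 0.19 in the iris, and of 0.82, 0.42 and 0.49 in these 3 tissues for the 0 D lens. mmu-miR-7686-5p had a log2 ratio of 2.25 ± 0.47 in the sclera and was detected on the −30 D array and not on the normal array in the cornea and, at least 1.55-fold higher, in the iris. mmu-miR-1187 and mmu-miR-129b-5p had log2 ratios of 1.41 ± 0.17 and 1.52 ± 0.24 in the sclera, and mmu-miR-2137 of 1.21 ± 0.33. In the cornea, these 3 were detected on the −30 D array and not on the normal array, mmu-miR-1187 at least 1.68-fold and mmu-miR-129b-5p at least 1.49-fold higher, and mmu-miR-1187 and mmu-miR-2137 were also detected there with the 0 D lens. mmu-miR-467a-3p moved in opposite directions, with a log2 ratio of −1.11 ± 0.29 in the iris and 1.91 ± 0.53 in the RPE/choroid, as did mmu-miR-574-3p with −1.11 ± 0.21 and 1.45 ± 0.25. With the 0 D lens, mmu-miR-467a-3p had −1.39 in the iris and was not detected in the RPE/choroid. mmu-miR-598-3p had −1.11 ± 0.47 in the RPE/choroid. mmu-miR-3070-2-3p, mmu-miR-669f-3p and mmu-miR-676-3p had the flag on 1 array in each of their 3 tissues. Since the ocular components lie close together and are functionally connected, the paper proposes that miRNA changes shared between them can serve as markers for the diagnosis of myopia.

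**Figure D2:**
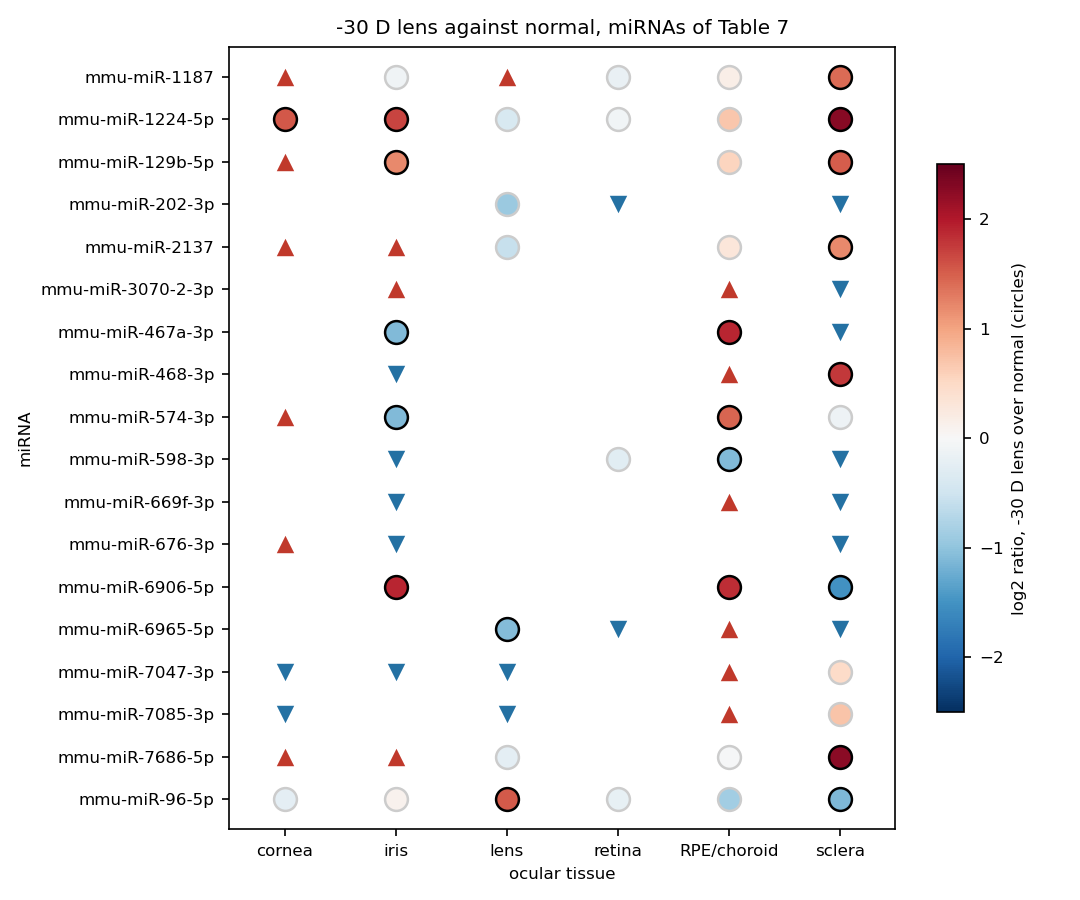
Changes of the 18 miRNAs of Table 7 in 6 ocular tissues, −30 D lens against normal, 1 array each. Circles give the log2 ratio (color) where both arrays detect the miRNA, with a black rim where it met the criteria; triangles give the direction where 1 array detects it, without a ratio, and empty positions were detected on neither array. The largest ratio is that of mmu-miR-1224-5p in the sclera, with a log2 value of 2.27.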

### 2.5. Affected miRNAs and Their Predicted Target mRNA in Different Ocular Component Tissues

Based on the myopia-induced changes in miRNA expression, the target mRNA was predicted using MiRTarBase. Table 8, Table 9, Table 10, Table 11 and Table 12 show the target genes predicted from the change in miRNA expression in the cornea (73 genes from 20 miRNAs), the iris (27 genes from 11 miRNAs), the lens (32 genes from 8 miRNAs), the retina (no detection), the RPE/choroid (22 genes from 5 miRNAs) and the sclera (89 genes from 21 miRNAs). 

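For the cornea, 19 of the 20 miRNAs listed with their targets in Table 8 met the criteria in the listed direction. This held for 9 of 11 in the iris, 7 of 8 in the lens, 3 of 5 in the RPE/choroid and 19 of 21 in the sclera. Of these 65 entries, 57 met the criteria with scaling and 65 without, and 44 rest on a flag on 1 array only. All 8 entries that did not meet the criteria were detected on both arrays. Of these, 3 are named here after their values were seen: mmu-miR-211-5p had a log2 ratio of 0.87 ± 0.25 in the cornea, and in the iris mmu-miR-877-3p had −0.98 ± 0.20 and mmu-miR-490-3p −0.90 ± 0.45. mmu-miR-184-3p, chosen in the same way, was at 1.16 ± 0.15 in the sclera and at −0.14 there with the 0 D lens.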

The genes shown in bold were overlapped in each ocular tissue. 

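Among the miRNAs of Table 13, mmu-miR-494-3p had a log2 ratio of 1.00 ± 0.27 in the cornea and 1.21 ± 0.17 in the sclera, and of 1.02 and 1.71 with the 0 D lens. Its log2 ratio of −30 D to normal in the cornea was 1.29 without scaling. With quantile normalization it was 0.15 there, which did not meet the criteria. mmu-miR-9-3p was detected with the −30 D lens and not on the normal array in the cornea, with a scaled signal of 19.9 ± 3.32, and had −1.06 ± 0.27 in the iris, where its value with the 0 D lens was −1.90. mmu-miR-128-3p had −1.32 ± 0.24 in the iris and in the lens was detected on the normal and the 0 D arrays and not on the −30 D array, with a scaled signal of 14.7 ± 4.71 on the normal array. mmu-miR-328-3p was detected on the normal cornea array and not with the −30 D or the 0 D lens, at least 2.25-fold higher than with the −30 D lens, and its log2 ratio of −0.85 ± 0.41 in the lens met the criteria only without scaling (−1.11). mmu-miR-338-3p, detected in the cornea with the −30 D and the 0 D lens and not on the normal array, had −0.90 ± 0.23 in the sclera, which met them only without scaling (−1.05). mmu-miR-301a-3p was detected with the −30 D lens and not on the normal array in both cornea and lens, where no ratio can be given, and in the lens also with the 0 D lens. Of the miRNAs in Table 14, mmu-miR-468-3p had a log2 ratio of 1.77 ± 0.44 in the sclera and 1.58 there with the 0 D lens. In the iris it was detected on the normal and the 0 D arrays and not on the −30 D array, and in the RPE/choroid on the −30 D array (2.67) and, with a higher signal, on the 0 D array (12.7), but not on the normal array.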

Overlapping expression changes in miRNAs were found in two and three types of ocular tissue, and their target genes are shown in Table 13 and Table 14.

## 3. Discussion

In this study, we performed a comprehensive miRNA analysis of ocular component tissues, including cornea, iris, lens, retina, RPE/choroid, and sclera tissues, from an experimental murine model of myopia. A number of differentially expressed miRNAs were observed in each ocular component. Overlapping expression changes were also found in different ocular components.

Several mRNA expression changes in FDM or LIM mice were previously reported, including an increase in *fibroblast growth factor* (*FGF*) *10* expression in sclera tissue [22] and a decrease in *Wingless* (*WNT*) *2b*/*Frizzled* (*FZD*) *5*/*β-catenin* expression in retina tissue [23]. An increase in *Wnt3*/*b-catenin* gene expression [24] and a decrease in *TGF-β*/*Col1* gene expression [9] were also reported in FDM guinea pigs. Furthermore, previous studies showed that various gene expression changes may be functionally related to myopic phenotypes. A myopic shift in refractive errors and elongation of the axial length were reported in *EGR1*-deficient [25], *M2*-deficient [26], *LRP2*-overexpressed [27], *APLP2*-deficent [28] and *Lumican*-overexpressed [29] mice. Furthermore, studies in human cohorts have identified a number of genes related to myopia development [30]. In our study, a range of target mRNAs were predicted from expression changes in miRNA expression. The predicted genes were found to correspond to *EGR-1* and *TGF*-*β* or be similar to *FGF*, *WNT*, and *FZD*, which were described in the abovementioned studies. Although the predicted genes were different between myopic induction models and species, these genes may play an important role in myopia progression. On the other hand, other genes, such as *PTEN* in the cornea and *VSIVGP2*, *NOTCH1*, *STAT3*, and *CLICS* in the sclera, were found to not correspond to previous reports, suggesting that these genes may have a function that is specific to each ocular component.

It has been reported that miR-200a/b/c expression overlaps in a range of tissues with a tubular structure, including kidney tissue (proximal tubule and collecting duct), lung tissue, pancreas tissue (duct cells), small intestine tissue (intestinal villus), bile duct tissue, and exocrine gland tissue (duct cells). Furthermore, miR-200a/b/c expression was found to be increased in plasma from the site of an acute kidney injury, suggesting that miR-200a/b/c may be used as a biomarker for kidney and other tubular structure organ injury [31]. In the current study, we found overlapping changes in miRNA expression in two and three types of ocular tissue (Table 2, Table 3, Table 4, Table 5, Table 6 and Table 7). These individual ocular components are in close proximity to and functionally connected with each other. Thus, we suggest that overlapping changes in miRNA expression among different ocular components can be used as myopic diagnosis markers.

In a previous study, eight miRNAs were found to be upregulated and to overlap with retinas and whole eyeballs in a murine model of form-deprivation myopia. The authors screened out 1805 target genes for the eight differentially expressed miRNAs, including *MAPK-10* [32]. In the present study, we also found a number of overlapping miRNAs in individual ocular components together with predicted target genes (Table 13 and Table 14). Although these new target genes were found to not exactly correspond to previous reports, we speculate that these genes may be important factors in the suppression or acceleration of myopia progression.

Comprehensive approaches to the analysis of mRNA and miRNA expression have also been reported. In sclera from an FDM mice model, Let-7a, miR-16-2, *Smok4a*, *Prph2*, and *Gnat1* expression were found to fluctuate [14]. Fifty-three (53) miRNAs were previously reported to be either upregulated or downregulated in the retina of LIM mice, and mmu-miR-671-5p was identified among them [33]. 

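In the retina samples of the present arrays, mmu-miR-671-5p had a scaled signal of 1.82 ± 0.518 on the normal array, close to the lowest detected signal of 1.54, and was not detected on the −30 D and 0 D arrays. It was detected on all arrays of the RPE/choroid, with a log2 ratio of −30 D to normal of −0.01 ± 0.37, and of the sclera, with 0.89 ± 0.28.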

In this study, 18 miRNAs were identified as being differentially expressed in three different ocular components. These miRNAs may play an important role in myopia progression. 

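mmu-miR-96-5p was detected on every array of the 6 ocular tissues. In the anterior tissues its log2 ratio of −30 D to normal was −0.24 ± 0.17 in the cornea, 0.11 ± 0.27 in the iris and 1.54 ± 0.23 in the lens, and in the posterior tissues −0.20 ± 0.15 in the retina, −0.87 ± 0.15 in the RPE/choroid and −1.13 ± 0.15 in the sclera. Without scaling, the sign changed in the cornea (0.05) and in the iris (−0.01), and the RPE/choroid met the criteria. With quantile normalization, the RPE/choroid met them (−1.01) and the sclera did not (−0.87). The scaled signal in the retina was 5739 ± 419 on the normal array and 5009 ± 366 on the −30 D array. Relative to the retina of the same lens group, the signal in the lens was 0.948% on the normal, 2.23% on the 0 D and 3.16% on the −30 D arrays, in the RPE/choroid 8.48%, 6.32% and 5.33%, and in the sclera 6.85%, 2.79% and 3.58%. mmu-miR-7047-3p was detected on the normal array and not on the −30 D array of the cornea, at least 1.79-fold higher, of the iris, at least 1.66-fold higher, and of the lens, with a scaled signal of 29.5 ± 6.67, and on the −30 D array and not on the normal array of the RPE/choroid, at least 1.52-fold higher. With the 0 D lens its signal was 5.13 in the iris and 12.2 in the RPE/choroid. In the sclera its log2 ratio was 0.48 ± 0.39, and in the retina it was not detected on the normal and −30 D arrays. mmu-miR-7085-3p was detected on the normal array and not on the −30 D array of the cornea, with a scaled signal of 16.7 ± 4.38, and likewise in the lens, where no ratio can be given. On the RPE/choroid arrays it was detected with the −30 D lens at a scaled signal of 4.90 ± 1.37 and with the 0 D lens at 5.18, but not on the normal array.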

Mmu-miR-7047-3p, mmu-miR-7085-3p, and mmu-miR-96-5p showed an opposite change in expression between the anterior (cornea, iris, and lens) and posterior (retina, RPE/choroid, and sclera) ocular components. Although some differences exist between animal species [34], the expression and functions of miRNAs are largely evolutionarily conserved [35]. In the present study, we identified both discrete and overlapping changes in miRNA expression in individual ocular components during myopia progression in a murine model. Further studies will be conducted to explore miRNA profiles in order to understand the molecular pathogenesis of human myopia progression in humans and to establish of biomarkers for its prediction.

## 4. Materials and Methods

### 4.1. Experimental Animals

The experimental protocol used in this study complied with the National Institutes of Health (NIH) guidelines for working with laboratory animals, the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. The experimental protocol was approved by the Institutional Animal Care and Use Committee at Keio University. C57BL/6J male mice (CLEA Japan, Yokohama, Japan) were maintained by free intake of a standard diet (MF, Oriental Yeast Co., Ltd., Tokyo, Japan) and water, with three mice in one cage. The mice were raised in an environment with a 12 h/12 h light/dark cycle (the dark cycle from 8:00 p.m. to 8:00 a.m.) at 23 ± 3 °C. The light cycle was maintained using a 50-lux background. These conditions were based on a previously reported experimental murine model of myopia [5]. The animal trial was approved by the ethics committee of Keio University (ethics review number: 16017-(1), 25 October 2017).

### 4.2. Myopia Induction

Before and after the myopia induction, the refraction and axial length of all eyes were measured using a refractometer (Steinberis Transfer Center, Tübingen, Germany) and spectral domain optical coherent tomography (SD-OCT, Envisu R4310, Leica, Wetzlar, Germany), respectively, under anesthesia by medetomidine (0.75 mg/kg, Sandoz K.K., Tokyo, Japan), midazolam (4 mg/kg, Domitor^®^, Orion Corporation, Espoo, Finland), and butorphanol tartrate (5 mg/kg, Meiji Seika Pharma Co., Ltd., Tokyo, Japan) dissolved in normal saline (MMB). For the myopia induction group, a −30 D lens was fixed onto the right eye at postnatal three weeks old, and the mice were kept for three weeks. For the normal group, mice were prepared and kept without any special treatment. The induction of myopia and the ocular measurement were based on a previously reported experimental murine model of myopia [5]. Three mice were used for the myopia induction group and the normal group, respectively. In accordance with a previous report [36], the thickness of the retina and choroid was captured at points that were ±300 μm and ±400 μm from the optic nerve, respectively, and measured using the NIH ImageJ software. 

### 4.3. miRNA Extraction

After euthanasia was performed by intraperitoneal MMB injection of an overdose of anesthesia, right eyes from the myopia induction group and right eyes from the control group were enucleated and separated into cornea, iris, lens, retina, RPE/choroid, and sclera tissues. The separated ocular tissues were put into QIAzol and homogenized. Total RNA extraction was performed using a miRNeasy Micro kit (QIAGEN, Venlo, Netherlands) according to the manufacturer’s instructions.

### 4.4. miRNA Microarray

After mixing equal amounts of three samples extracted from the same eye tissues, a template of 100 ng total RNA was applied to Agilent Mouse miRNA Microarray (8 × 60 K) miRBase 21.0 (Agilent, Santa Clara, CA, USA). Cyamin-3 labeling samples were hybridized at 55 °C and 20 rpm for 17 h using a miRNA Complete Labeling and Hyb Kit (Agilent) and an Expression Hybridization Kit (Agilent). After hybridization, the microarrays were scanned using a DNA Microarray Scanner (Agilent). The scanning data were digitized using the Feature Extraction version 10.7.1.1 software (Agilent). The miRNA microarray protocols were applied by following each manufacturer’s instructions. The microarray datasets are displayed in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus with the accession number GSE131831.

### 4.5. Data Analysis

miRNA microarray data were analyzed using the Geneview Data module in GeneSpring GX 14.5 (Agilent). The expression ratio of sample molecules for the denominator was calculated according to the combination described in Table 1. A fold-change of >2 and <0.5 with a detected flag in both the denominator and the numerator or a fold-change of >5 and <0.2 with no detected flag in either the denominator or the numerator was used as criteria to select the differentially expressed miRNAs. The predicted genes from the changes in miRNA expression and miRNA–mRNA interaction was analyzed by MiRTarBase 7.0 (National Chiao Tung University, Hsinchu, Taiwan).

### 4.6. Statistical Analyses

The data in Figure 1 are expressed as the mean ± standard deviation. Statistical significance was assessed using the unpaired Student’s *t*-test (Microsoft Excel 2013). Results with *p*-values of less than 0.05 were considered statistically significant.

## 5. Conclusions

To the best of our knowledge, this study is the first report of a comprehensive analysis of miRNA expression in different ocular component tissues of LIM mice. Further analyses, such as a cluster analysis or a gene ontology (GO) analysis, are required for a full understanding of the function of differentially expressed miRNAs in different tissues. A comparison to changes in mRNA expression in myopia progression is also important to reveal interactions between miRNA and mRNA. Based on the findings in this study, miRNAs that play a critical role in myopia development and progression may be found and adopted for clinical use as therapeutic targets or diagnostic tools in the future.

## Figures and Tables

**Figure 1:**
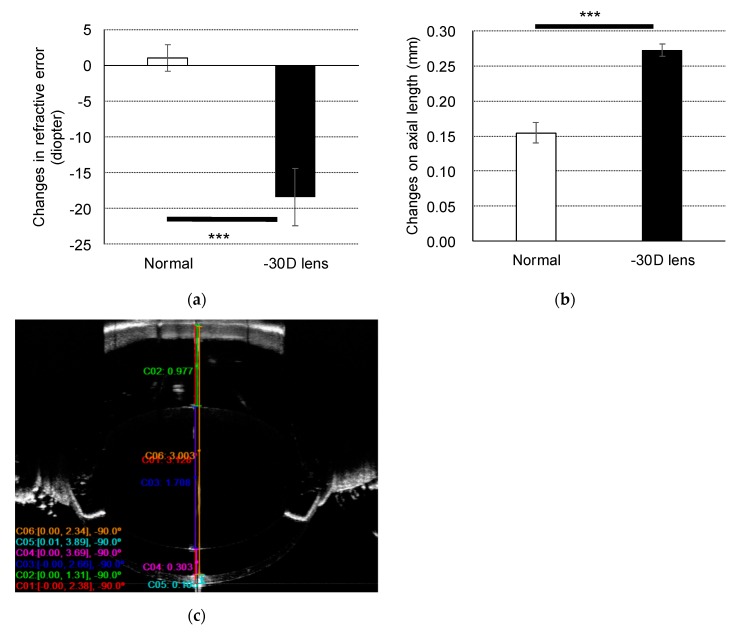
Myopia induction in mice using a negative 30 diopter (D) lens. Changes in (**a**) refraction and (**b**) axial length over three weeks are shown as a comparison between normal and negative 30 D lens-wearing eyes (*n* = 3). Data are presented as the mean ± SD. *** *p* < 0.001; Student’s *t*-test. (**c**) A representative optical coherent tomography (OCT) image showing each ocular component.

**Figure 2:**
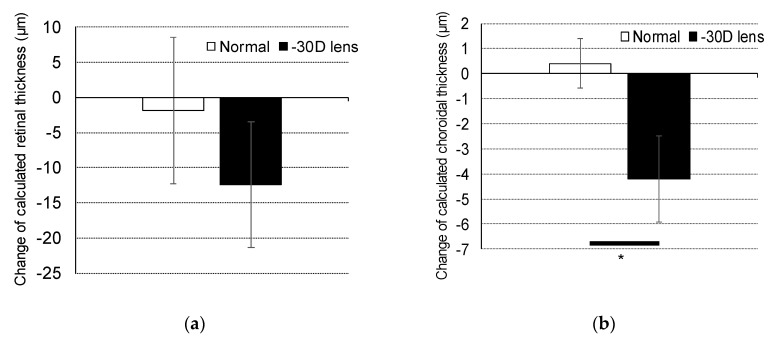
Changes in retina and choroid thickness during the period of lens-induced myopia. The changes in (**a**) retina and (**b**) choroid thickness over a three-week-period are shown as a comparison between normal and negative 30 D lens-wearing eyes (*n* = 3). Data are presented as the mean ± SD. * *p* < 0.05; Student’s *t*-test.

**Figure 3:**
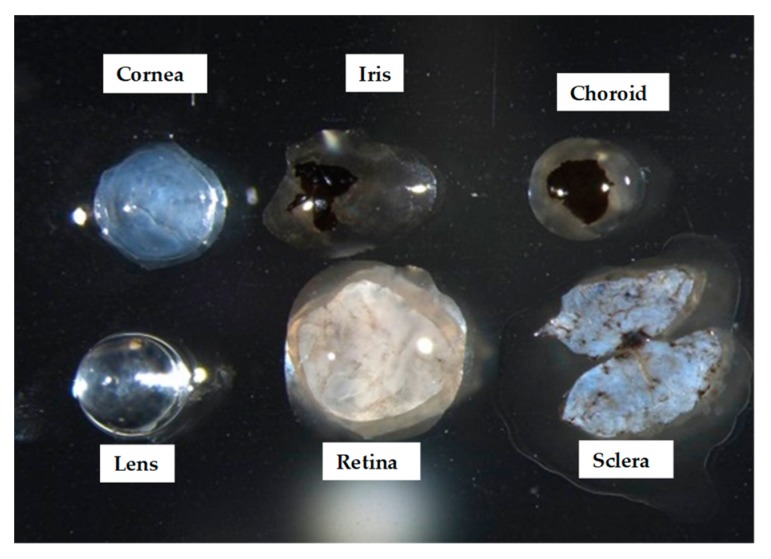
Ocular component tissues. The individual components of the eyeball are shown as separated into the cornea, iris, lens, retina, retinal pigment epithelium (RPE)/choroid, and sclera. The RPE/choroid and the sclera components were removed as delicately as possible using surgical scalpels.

**Figure 4:**
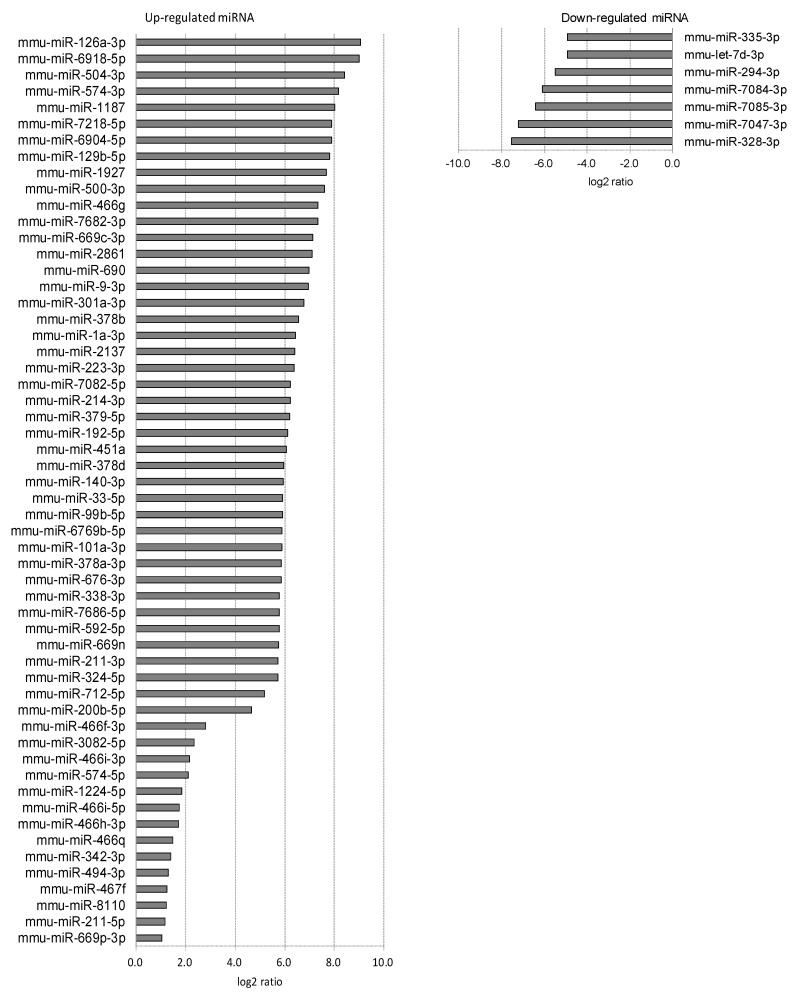
Corneal miRNAs affected by myopia induction. The corneal miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**).

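In the cornea, 130 miRNAs were detected on both arrays. mmu-miR-466f-3p rose from a scaled signal of 10.4 ± 2.17 to 60.2 ± 4.56 with the −30 D lens, a log2 ratio of 2.53 ± 0.32, and was at 17.7 with the 0 D lens. mmu-miR-3082-5p had a log2 ratio of 2.05 ± 0.43 and 1.61 with the 0 D lens, and mmu-miR-466i-3p 1.88 ± 0.35 and 0.13. The total signal that the scanner files print was tried after the data were seen. For many miRNAs it is the value of another miRNA and not the sum of their own probes. With it, the log2 ratios of −30 D to normal were 0.07 for mmu-miR-466f-3p, −0.67 for mmu-miR-3082-5p and −0.07 for mmu-miR-466i-3p. These values may therefore belong to other miRNAs, and they do not count against the rises. With quantile normalization, the log2 ratios of these miRNAs were 1.64, 1.23 and 1.09. Among miRNAs detected with the −30 D lens and not on the normal array, mmu-miR-126a-3p had a scaled signal of 86.5 ± 7.37, at least 3.56-fold higher, and mmu-miR-6918-5p 82.7 ± 6.96, at least 3.37-fold higher. Neither was detected with the 0 D lens. No miRNA detected on both arrays was lower by the criteria, and the largest lower bounds of a decrease were 2.25-fold, for mmu-miR-328-3p, and 1.79-fold, for mmu-miR-7047-3p, neither of which was detected with the 0 D lens.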

**Figure 5:**
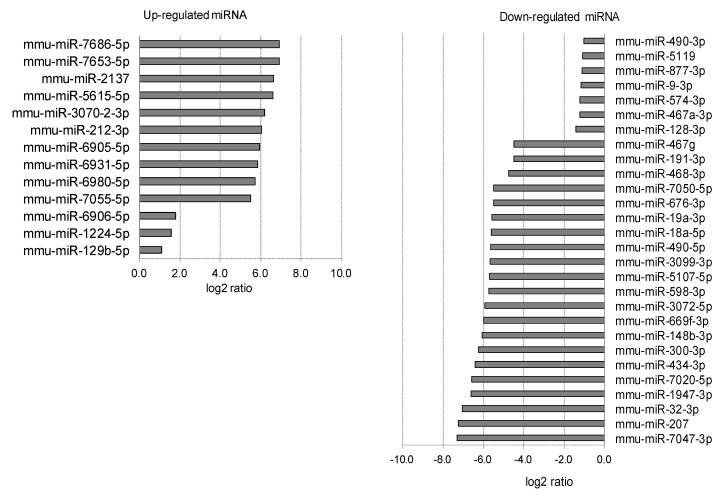
Iris miRNAs affected by myopia induction. The iris miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**).

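In the iris, 203 miRNAs were detected on both arrays, of which 7 were higher and 4 lower with the −30 D lens. mmu-miR-129b-5p, the third largest rise after mmu-miR-6906-5p and mmu-miR-1224-5p, went from a scaled signal of 7.72 ± 1.46 to 17.8 ± 1.97. mmu-miR-128-3p was lower with 11.2 ± 1.55 against 28.0 ± 2.64 on the normal array, and was at 8.73 with the 0 D lens. mmu-miR-574-3p was at 8.16 ± 1.03 with the −30 D lens and 1.49 with the 0 D lens, against 17.6 ± 1.32 on the normal array. Of the changes with the flag on 1 array, the largest lower bounds were 1.56-fold higher for mmu-miR-7653-5p and 1.55-fold higher for mmu-miR-7686-5p, and 1.66-fold lower for mmu-miR-7047-3p and 1.61-fold lower for mmu-miR-207.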

**Figure 6:**
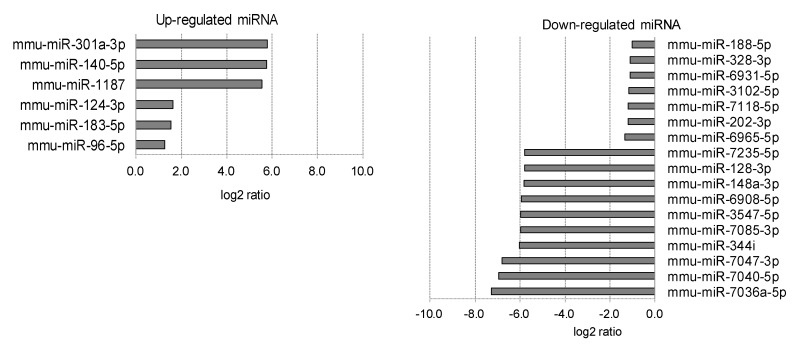
Lens miRNAs affected by myopia induction. The lens miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**).

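In the lens, 126 miRNAs were detected on both arrays. The 3 that were higher there with the −30 D lens, mmu-miR-124-3p, mmu-miR-183-5p and mmu-miR-96-5p, had scaled signals of 390 ± 36.5, 268 ± 25.4 and 158 ± 13.4, against 105 ± 11.4, 76.9 ± 8.90 and 54.4 ± 7.50 on the normal array. With the 0 D lens their signals were 309, 182 and 136. The only miRNA detected on both arrays that was lower was mmu-miR-6965-5p, with a log2 ratio of −1.08 ± 0.54, and it was not detected with the 0 D lens. mmu-miR-7036a-5p was detected on the normal array and not with the −30 D lens, at least 1.44-fold higher, and mmu-miR-7040-5p at least 1.15-fold higher. No ratio can be given for mmu-miR-301a-3p and mmu-miR-140-5p, which were detected with the −30 D lens and not on the normal array.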

**Figure 7:**
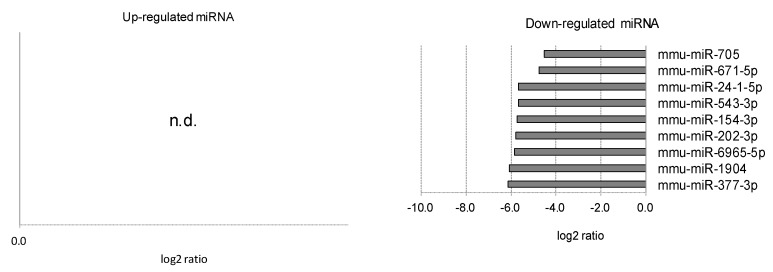
Retinal miRNAs affected by myopia induction. The retinal miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**). Note that no upregulated miRNAs were detected (n.d.).

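The log2 ratios of the 222 retinal miRNAs detected on both arrays had an SD of 0.20 across miRNAs, the smallest of the 6 tissues, against 0.68 in the sclera. No ratio can be given for any of the 9 retinal decreases. Among them, mmu-miR-377-3p had a scaled signal of 4.74 ± 1.14 on the normal array and was at 4.40 with the 0 D lens.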

**Figure 8:**
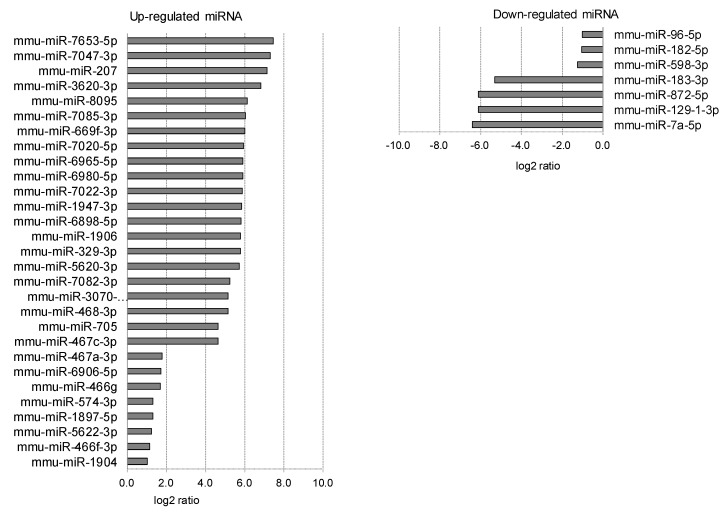
Retinal pigment epithelium (RPE)/choroidal miRNAs affected by myopia induction. The RPE/choroidal miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**).

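In the RPE/choroid, 218 miRNAs were detected on both arrays, of which 9 were higher and 1, mmu-miR-598-3p, was lower with the −30 D lens. mmu-miR-467a-3p had the lowest signal detected on the normal array, and was at 7.16 ± 1.16 with the −30 D lens. mmu-miR-466g rose from 4.75 ± 0.903 to 16.6 ± 1.54, a log2 ratio of 1.81 ± 0.31, and was at 6.02 with the 0 D lens. mmu-miR-7653-5p was detected with the −30 D lens and not on the normal array, at least 1.68-fold higher. Of the decreases with the flag on 1 array, for which no ratio can be given, mmu-miR-7a-5p was at 5.86 ± 1.40 and mmu-miR-129-1-3p at 4.77 ± 1.35 on the normal array.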

**Figure 9:**
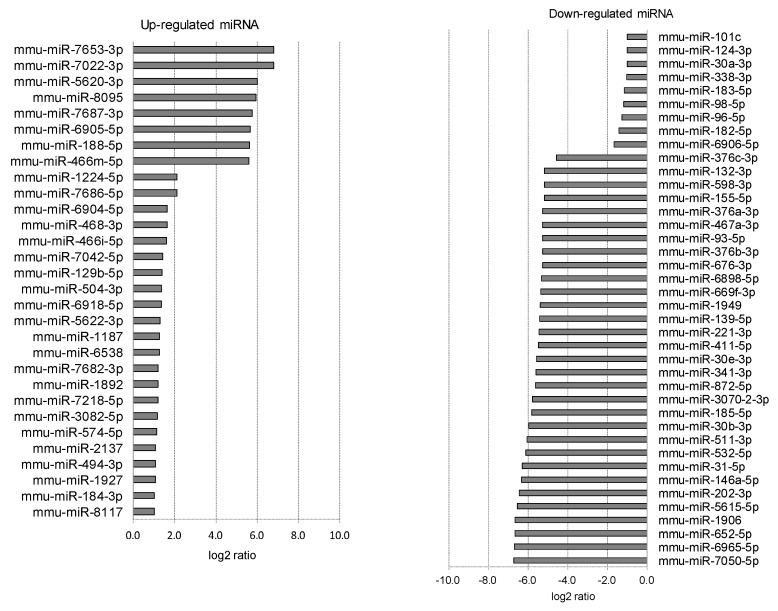
Scleral miRNAs affected by myopia induction. The scleral miRNAs whose expression was affected by myopia induction are listed as upregulated (**left**) and downregulated (**right**).

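In the sclera, 208 miRNAs were detected on both arrays, of which 27 were higher and 5 lower with the −30 D lens. mmu-miR-6904-5p rose from a scaled signal of 14.0 ± 1.83 to 48.4 ± 4.85, a log2 ratio of 1.79 ± 0.24, and was at 13.3 with the 0 D lens. mmu-miR-7653-3p and mmu-miR-7022-3p were detected with the −30 D lens only, at least 1.74-fold and 1.69-fold higher than on the normal array. mmu-miR-96-5p was at 179 ± 13.4 with the −30 D lens and 170 with the 0 D lens, against 393 ± 28.9 on the normal array, and mmu-miR-182-5p at 17.5 ± 2.44 and 18.3 against 43.2 ± 4.48. The log2 ratio of mmu-miR-96-5p without scaling was −1.28. With quantile normalization it was −0.87, which did not meet the criteria. mmu-miR-7050-5p and mmu-miR-6965-5p were detected on the normal array only, with scaled signals of 10.7 ± 1.83 and 10.5 ± 1.82.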

**Table 1:** The numbers of differentially expressed microRNAs (miRNAs) affected by myopia induction in the individual ocular components.

	Combination				2 Times Over or 0.5 Times Less *^1^	5 Times Over *^2^ or 0.2 Times Less *^3^	Total
1	Cornea	Numerator	Lens-induced	**Up**	**14**	**42**	**56**
		Denominator	Normal	Down	0	7	7
2	Iris	Numerator	Lens-induced	**Up**	**3**	**10**	**13**
		Denominator	Normal	Down	7	21	28
3	Lens	Numerator	Lens-induced	**Up**	**3**	**3**	**6**
		Denominator	Normal	Down	7	10	17
4	Retina	Numerator	Lens-induced	**Up**	**0**	**0**	**0**
		Denominator	Normal	Down	0	9	9
5	RPE/choroid	Numerator	Lens-induced	**Up**	**8**	**21**	**29**
		Denominator	Normal	Down	3	4	7
6	Sclera	Numerator	Lens-induced	**Up**	**22**	**8**	**30**
		Denominator	Normal	Down	9	31	40

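Every one of the 166 miRNA and tissue pairs with the detected flag on 1 of the 2 arrays met the criteria for that case, since an undetected miRNA has the fixed value of 0.1 and the lowest signal detected on any array was 1.95 before scaling. In 78.3% of them, the detected signal lay under the 25th percentile of the signals detected on its array, and in 65.1% the strongest probe was under 4 errors. A lower bound of the ratio was computed for each pair from the detected signal as measured, without allowing for the error of that signal. For the other array, the most that the miRNA could have there without being detected was used. This is the sum of its probes at 3 errors each, and at least the lowest detected signal of that array. This lower bound was above 1 for 36 of the 166 and at least 2-fold for 4, all 4 of them in the cornea, and was at least 5-fold for 0. By tissue, the flag on 1 array accounted for 49 changes in the cornea, 31 in the iris, 13 in the lens, 9 in the retina, 25 in the RPE/choroid and 39 in the sclera.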

*^1^ Detected flag indicated and expression ratio 2 times over or 0.5 times less both groups. *^2^ Not detected flag was indicated in numerator, but detected flag in denominator and expression ratio of 5 times over. *^3^ Not detected flag was indicated in denominator, but detected flag in numerator and expression ratio of 0.2 times less was showed.

**Table 2:** Overlapping expression changes in miRNAs in corneal and other ocular tissues.

Cornea			
**Up** **Each Eye-Tissues**		Down Each Eye-Tissues	
**up**	down	**up**	down
**Iris**		**Iris**	
mmu-miR-7686-5p	mmu-miR-676-3p	-	mmu-miR-7047-3p
mmu-miR-2137	mmu-miR-574-3p	Lens	
mmu-miR-1224-5p	mmu-miR-9-3p	-	mmu-miR-7047-3p
mmu-miR-129b-5p			mmu-miR-7085-3p
**Lens**			mmu-miR-328-3p
mmu-miR-301a-3p	-	**Retina**	
mmu-miR-1187		-	-
**Retina**		**RPE/choroid**	
-	-	mmu-miR-7085-3p	-
**RPE/choroid**		mmu-miR-7047-3p	
mmu-miR-466f-3p	-	**Sclera**	
mmu-miR-574-3p		-	-
mmu-miR-466g			
**Sclera**			
mmu-miR-1927	mmu-miR-676-3p mmu-miR-338-3p		
mmu-miR-494-3p			
mmu-miR-2137			
mmu-miR-574-5p			
mmu-miR-3082-5p			
mmu-miR-7218-5p			
mmu-miR-7682-3p			
mmu-miR-1187			
mmu-miR-6918-5p			
mmu-miR-504-3p			
mmu-miR-129b-5p			
mmu-miR-466i-5p			
mmu-miR-6904-5p			
mmu-miR-7686-5p			
mmu-miR-1224-5p			

**Table 3:** Overlapping expression changes in miRNAs in iris and other ocular tissues.

Iris			
**Up** **Each Eye-Tissues**		Down Each Eye-Tissues	
**up**	down	**up**	down
**Lens**		**Lens**	
	mmu-miR-6931-5p	-	mmu-miR-128-3p
**Retina**		**Retina**	
-	-	-	-
**RPE/choroid**		**RPE/choroid**	
mmu-miR-7653-5p	-	mmu-miR-207	mmu-miR-598-3p
mmu-miR-3070-2-3p		mmu-miR-1947-3p	
mmu-miR-6980-5p		mmu-miR-7020-5p	
mmu-miR-6906-5p		mmu-miR-669f-3p	
**Sclera**		mmu-miR-468-3p	
mmu-miR-6905-5p	mmu-miR-5615-5p	mmu-miR-467a-3p	
	mmu-miR-3070-2-3p	**Sclera**	
	mmu-miR-6906-5p	mmu-miR-468-3p	mmu-miR-598-3p
			mmu-miR-7050-5p
			mmu-miR-467a-3p
			mmu-miR-669f-3p

**Table 4:** Overlapping expression changes in miRNAs in lens and other ocular tissues.

Lens			
**Up** **Each Eye-Tissues**		Down Each Eye-Tissues	
**up**	down	**up**	down
**Retina**		**Retina**	
-	-	-	mmu-miR-6965-5p
**RPE/choroid**			mmu-miR-202-3p
mmu-miR-96-5p	-	**RPE/choroid**	
**Sclera**		mmu-miR-6965-5p	-
-	mmu-miR-96-5p	**Sclera**	
	mmu-miR-183-5p	mmu-miR-188-5p	mmu-miR-6965-5p
	mmu-miR-124-3p		mmu-miR-202-3p

**Table 5:** Overlapping expression changes in miRNAs in retina and other ocular tissues.

Retina			
**Up** **Each Eye-Tissues**		DownEach Eye-Tissues	
**up**	down	**up**	down
**RPE/choroid**		**RPE/choroid**	
-	-	mmu-miR-1904	-
**Sclera**		mmu-miR-705	
-	-	**Sclera**	
		-	-

**Table 6:** Overlapping expression changes in miRNAs in RPE/choroid and other ocular tissues.

RPE/Choroid			
**Up** **Each Eye-Tissues**		Down Each Eye-Tissues	
**up**	down	**up**	down
**Sclera**		**Sclera**	
mmu-miR-5622-3p	mmu-miR-1906 mmu-miR-6898-5p	-	mmu-miR-872-5p
mmu-miR-8095			mmu-miR-182-5p
mmu-miR-5620-3p			
mmu-miR-7022-3p			

**Table 7:** Overlapping expression changes in miRNAs between more than three types of ocular tissue. Note that grey highlights indicate downregulated miRNAs.

miRNAs	Overlapping Tissues			
mmu-miR-1187	Cornea	Lens	Sclera	
mmu-miR-1224-5p	Cornea	Iris	Sclera	
mmu-miR-129b-5p	Cornea	Iris	Sclera	
mmu-miR-202-3p	Lens	Retina	Sclera	
mmu-miR-2137	Cornea	Iris	Sclera	
mmu-miR-3070-2-3p	Iris	RPE/choroid	Sclera	
mmu-miR-467a-3p	Iris	RPE/choroid	Sclera	
mmu-miR-468-3p	Iris	RPE/choroid	Sclera	
mmu-miR-574-3p	Cornea	Iris	RPE/choroid	
mmu-miR-598-3p	Iris	RPE/choroid	Sclera	
mmu-miR-669f-3p	Iris	RPE/choroid	Sclera	
mmu-miR-676-3p	Cornea	Iris	Sclera	
mmu-miR-6906-5p	Iris	RPE/choroid	Sclera	
mmu-miR-6965-5p	Lens	RPE/choroid	Sclera	
mmu-miR-7047-3p	Cornea	Iris	Lens	RPE/choroid
mmu-miR-7085-3p	Cornea	Lens	RPE/choroid	
mmu-miR-7686-5p	Cornea	Iris	Sclera	
mmu-miR-96-5p	Lens	RPE/choroid	Sclera	

**Table 8:** The target genes predicted from the change in miRNA expression in the cornea.

Cornea			
Upregulated miRNAs	Target gene	Downregulated miRNAs	Target gene
mmu-miR-211-5p	PPM1K	mmu-miR-328-3p	BACE1
mmu-miR-494-3p	**FGFR2**, ROCK1	mmu-miR-294-3p	CDKN1A
mmu-miR-200b-5p	ARHGDIA		
mmu-miR-669n	SENP6		
mmu-miR-338-3p	**FGFR2**, Runx2, TNFSF11		
mmu-miR-378a-3p	Nrf1, GLI3, MAPK1		
mmu-miR-101a-3p	COX2, DUSP1, ACKR3, NeuroD1		
mmu-miR-99b-5p	MFGE8		
mmu-miR-33-5p	ABCG1, ABCA1, NRIP1, CCL2, HMGA2		
mmu-miR-451a	MYC, YWHAZ, ANKRD46		
mmu-miR-192-5p	H3F3BH		
mmu-miR-214-3p	POU4F2, SP7, DIO3, Atg12, **PTEN**		
mmu-miR-223-3p	MEF2C, STAT3, GRIA2, GRIN2B, FOXO3, IGF1R, LIF, IL6		
mmu-miR-1a-3p	CALM2, CALM1, MEF2A, IGF1, HAND2, IRX5, GJA1, KLF4, CDC42, TLX2, ANXA5, MKL1, SMARCD2, CLCN3, SMARCB1, MAP4K3, **FZD7**, MEOX2, NFAT5, RARB, SH3BGR1, MYOCD, ADAR, BDNF		
mmu-miR-301a-3p	PIAS3, SOCS5, IRF1, **PTEN**		
mmu-miR-9-3p	SCN2B		
mmu-miR-690	VCAN, CTNNB1		
mmu-miR-126a-3p	PIK3R2, IRS1, ITGA11, ERRFI1, **FZD7**		

**Table 9:** The target genes predicted from the change in miRNA expression in the iris.

Iris			
Upregulated miRNAs	Target gene	Downregulated miRNAs	Target gene
mmu-miR-212-3p	MMP9, HMGB1	mmu-miR-434-3p	VCAN, CTNNB1, EIF5A
		mmu-miR-148b-3p	CAMK2A, DNMT1
		mmu-miR-18a-5p	HSF2, HIF1A
		mmu-miR-19a-3p	ZFPM2, PTEN, TNF, FZD4, LRP6
		mmu-miR-468-3p	HELLS
		mmu-miR-467g	RUNX2
		mmu-miR-128-3p	POU4F2, NF1, PPARA, RUNX1, PAX3, ABHD5, MAPK14, DCX
		mmu-miR-9-3p	SCN2B
		mmu-miR-877-3p	SMAD7
		mmu-miR-490-3p	NANOG

**Table 10:** The target genes predicted from the change in miRNA expression in the lens.

Lens			
Upregulated miRNAs	Target gene	Downregulated miRNAs	Target gene
mmu-miR-301a-3p	PIAS3, SOCS5, IRF1, PTEN	mmu-miR-148a-3p	CAMK2A, KDM6B, ROCK1, MET
mmu-miR-140-5p	HDAC4, ASP1, TGFBR1, WNT11, OSTM1	mmu-miR-128-3p	POU4F2, NF1, PPARA, RUNX1, PAX3, ABHD5, MAPK14, DCX
mmu-miR-124-3p	ITGB1, FOXA2, SYCP1, PTBP1, CTDSP1	mmu-miR-328-3p	BACE1
mmu-miR-183-5p	ZEB2, LRP6		
mmu-miR-96-5p	CLIC5, INSIG2, AKT1S1		

**Table 11:** The target genes predicted from the change in miRNA expression in the RPE/choroid.

RPE/choroid			
Upregulated miRNAs	Target gene	Downregulated miRNAs	Target gene
mmu-miR-468-3p	HELLS	mmu-miR-7a-5p	HELLS, EIF4E, RPS6KB1, MAPKAP1, MKNK2, MKNK1, Sp1, PARP1, NLRP3, HERPUD2, MYRIP, PAX6, KLF4, PTK2
mmu-miR-329-3p	DLK1		
		mmu-miR-182-5p	**CLIC5**, FBXW7, MYOD1, TLR4
		mmu-miR-96-5p	**CLIC5**, INSIG2, AKT1S1

**Table 12:** The target genes predicted from the change in miRNA expression in the sclera.

Sclera			
Upregulated miRNAs	Target gene	Downregulated miRNAs	Target gene
mmu-miR-184-3p	FZD4, NUMBL, SLC25A22	mmu-miR-146a-5p	IRAK2, TRAF6, **VSIVGP2**, **NOTCH1**, MED1, RELB, IRAK1, MAP1B, RNF11, **WNT1**, WNT5A, EGR1, PPP3R2, TGIF1, CAMK2D
mmu-miR-494-3p	FGFR2, ROCK1		
mmu-miR-468-3p	HELLS		
		mmu-miR-31-5p	HIF1A, PDGFB, FZD4, TGFB2, VAV3
		mmu-miR-30b-3p	PPIF
		mmu-miR-185-5p	KDM6B, VCAN, CTNNB1
		mmu-miR-30e-3p	SPATA19, NPFFR2, MRPS30
		mmu-miR-221-3p	DDIT4, KIT, ARNT
		mmu-miR-139-5p	FOXO1, **NOTCH1**, IRS1
		mmu-miR-376b-3p	NFKBIZ, **STAT3**, HOXD10
		mmu-miR-93-5p	**STAT3**, **VSIVGP2**, SQSTM1, NFE2L2, BMPR2
		mmu-miR-376a-3p	PCNA
		mmu-miR-155-5p	RHOA, RHEB, SOCS1, AICDA, PEA15A, MAF, SPI1, FGF7, INPP5D, FOS, PMAIP1, CLDN1, HDAC4, NR1H3, CISH, GSK3B, CSNK1A1
		mmu-miR-132-3p	MECP2, EP300, KDM5A, BTG2, PAIP2, MMP9, NR4A2, ARHGAP32, MAPT, SOX4
		mmu-miR-182-5p	**CLIC5**, FBXW7, MYOD1, TLR4
		mmu-miR-96-5p	**CLIC5**, INSIG2, AKT1S1
		mmu-miR-98-5p	ACVR1B, MMP11, IL6, **WNT1**
		mmu-miR-183-5p	ZEB2, LRP6
		mmu-miR-338-3p	FGFR2, RUNX2, TNFSF11
		mmu-miR-124-3p	ITGB1, FOXA2, SYCP1, PTBP1, PTBP2, CTDSP1, CEBPA, DLX2, SOX9, PTBP2, DLX5, CCNA2, NR3C2, PIM1, CAV1

**Table 13:** The overlapping expression changes in miRNAs found in two ocular tissues and their target genes.

Overlapping Expression Changes of miRNAs in Two Tissues and Target Genes	
**Upregulated in both cornea and lens**	**Target gene**
mmu-miR-301a-3p	FGFR2, RUNX2, TNFSF11
**Upregulated in both cornea and sclera**	
mmu-miR-494-3p	FGFR2, ROCK1
**Downregulated in both cornea and lens**	
mmu-miR-328-3p	BACE1
**Upregulated in cornea and downregulated in iris**	
mmu-miR-9-3p	SCN2B
**Upregulated in cornea and downregulated in sclera**	
mmu-miR-338-3p	PIAS3, SOCS5, IRF1, PTEN
**Downregulated in both iris and lens**	
mmu-miR-128-3p	POU4F2, NF1, PPARA, RUNX1, PAX3, ABHD5, MAPK14, DCX
**Upregulated in lens and downregulated in sclera**	
mmu-miR-124-3p	ITGB1, FOXA2, SYCP1, PTBP1, CTDSP1
mmu-miR-183-5p	ZEB2, LRP6
**Downregulated in both RPE/choroid and sclera**	
mmu-miR-182-5p	CLIC5, FBXW7, MYOD1, TLR4

**Table 14:** The overlapping expression changes in miRNAs found in three ocular tissues and their target genes.

Overlapping Expression Changes of miRNAs in Three Tissues and Target Gene	
**Upregulated in lens and RPE/choroid, downregulated in sclera**	**Target gene**
mmu-miR-96-5p	CLIC5, INSIG2, AKT1S1
**Upregulated in iris, RPE/choroid and sclera**	
mmu-miR-468-3p	HELLS

How the deposited data were processed for this re-analysis (not part of the article)

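The data are 24 one-color microarrays of mouse miRNA from 8 tissues (cornea, iris, lens, retina, RPE/choroid, sclera and 2 brain regions, the SCN and the LGN) in 3 groups: normal eyes, eyes with a 0 D lens and eyes with a −30 D lens. For the ocular tissues of normal and −30 D eyes, the paper states that RNA from 3 mice was pooled for each array, and each condition has 1 array, so that groups were compared within each tissue without a test, by ratios and flags. A change common to the tissues, with the tissue as a block, was not tested. The sample that the labels call choroid was taken as the paper's RPE/choroid. Each of the 3 slides holds the 8 tissues of 1 group.

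The authors made the intensity values in the scanner files with Feature Extraction, which subtracts the background, combines the spots of each probe into a total probe signal with an error, and flags a miRNA as detected when a probe is above 3 errors. For each miRNA the files also print a total signal. For 52 to 96 miRNAs per array this printed value was not the sum of the miRNA's probes but that of a miRNA printed before it, so that the sum over the probes above 3 errors was computed anew and used. The deposited table that the authors named normalized holds intensities equal to these sums, with no scaling between arrays. Of its value columns, 16 could be assigned to arrays and 8 were left out, because the letter that gives their group has more than 1 reading.

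The sums were scaled so that the 75th percentile over the 79 miRNAs detected on all 24 arrays was equal, with log2 factors from −1.01 to 1.65. A miRNA not detected was set to 0.1 after scaling. The error of a log2 ratio was propagated from the probe errors of both arrays. Where 1 of 2 arrays detected a miRNA, only a lower bound of the ratio is given, and none where the bound is under 1. The undetected side was set for this to the sum of the miRNA's probes at 3 errors each, or to the lowest detected signal of the array where that is higher. The detected side was taken as measured, so that the bound does not allow for the error of the detected signal. Between 6.86% and 13.2% of the 1881 miRNAs were detected per array, with a median detected signal of 21.0 to 44.2 and a lowest detected signal of 1.95 to 5.79, so that ratios of dim miRNAs have wide errors and many miRNAs can be followed on 1 array only.

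The criteria for a change were those of the paper. The miRNAs named in the text were those of Table 7, Table 13 and Table 14, mmu-miR-671-5p, and for each tissue the 3 with the largest log2 ratio in each direction among changed miRNAs detected on both arrays and the 2 with the largest lower bound in each direction among those detected on 1 array. This rule, the main setting and 8 alternatives were set before the data were examined. The alternatives were the 75th percentile over all miRNAs, no scaling, quantile normalization, the values of the deposited table, an undetected miRNA at the lowest detected signal of its array, a ratio of 3 in place of 2 where both arrays detect the miRNA, a filter that requires the higher signal to lie above the 25th percentile of its array, and a normexp background correction with an offset of 50 in limma 3.58.1 under R 4.3.3. Normexp was applied to the median spot signals in place of the planned mean spot signals, and undetected miRNAs kept their own corrected value. The total signal printed in the scanner files was added as an alternative after the data were seen. A block for the slide could not be fitted, because each slide holds 1 group.

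The shares of changes in which the 0 D array was nearer to the normal array were set beside 10000 random relabelings of the 3 arrays within each miRNA. Since the miRNAs of an array are not independent, these ranges are too narrow for arrays and are not a test, and the range over all exchanges of whole arrays within each tissue was added after the data were seen. Lists of miRNAs for 5 cell types (retina, blood cells, striated muscle, surface epithelium and pigment cells) were written from general knowledge. The criteria were tested on simulated data with 200 miRNAs changed 4-fold, with equal and with shifted brightness of the arrays. Of these, 200 were called, with no call among the unchanged ones. The simulated miRNAs were bright and flagged as detected on both arrays, with noise below the spread of the real ratios. Scaling used the miRNAs known to be unchanged. Such a result could hardly fail, and it does not bear on dim miRNAs or on changes with the flag on 1 array. With no lens effect simulated, the share fell within the central 95% of the relabelings in 91 of 100 sets. The predicted target genes, the refraction and the axial length were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.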

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

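Of the tests reported in this part, the one on the SCN and the LGN and the exchange of whole arrays were chosen after the result was seen.

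The paper does not describe the arrays of eyes with a 0 D lens. By the same criteria, 211 changes were counted between the 0 D and the normal arrays of the 6 ocular tissues (121 higher and 90 lower, 153 of them with the flag on 1 array) and 217 between the −30 D and the 0 D arrays (118 higher and 99 lower). If the changes with the −30 D lens came from its power alone, the 0 D array would lie near the normal array in most of them. It was nearer to the normal array in 120 of the 233 changes (51.5%), and random relabeling of the 3 signals of each miRNA gave 43.4% to 56.5%. Exchanging whole arrays within each tissue, which keeps the miRNAs of an array together, gave 34.7% to 65.3% as the central 95% of 46656 exchanges. Of the 233 changes, 109 were also found between the 0 D and the normal array in the same direction, where exchanged arrays gave 66 to 142, and 4 in the opposite direction. In the sclera 37 of the 71 changes were shared, among them 28 of the 36 decreases, and in the retina 3 of the 9. For the 6 tissues together, these values are consistent with differences between single arrays or slides that are not specific to the −30 D lens. By tissue, the share was 52.5% in the cornea, 64.3% in the iris, 41.2% in the lens, 66.7% in the retina, 60.0% in the RPE/choroid and 39.4% in the sclera. The 233 changes lay within the 179 to 261 of the exchanged arrays. Of the 3 pairs of arrays in a tissue, that of the −30 D and the normal array had the most changes in the cornea (59, against 33 for 0 D and normal and 39 for −30 D and 0 D) and the sclera (71, against 56 and 35), and the fewest in the lens (17, against 27 and 24) and the retina (9, against 24 and 27), and with 3 pairs such an order says little. An effect of wearing any lens, which both lens groups share, and an effect of the −30 D lens on some of the miRNAs stay open. With 1 array per condition and each lens group on its own slide, lens group and slide cannot be told apart.

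Many of these changes rest on dim signals. Of the 166 changes with the flag on 1 array, 78.3% had a detected signal in the range of the 25% dimmest miRNAs of its array. Such changes are chosen for a missing signal on 1 array, which favors dim miRNAs whatever the cause, so that signals near the detection limit and true changes of dim miRNAs cannot be told apart. The lower bound of the ratio was above 1 in 36 of them and at least 2-fold in 4, all 4 in the cornea.

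The paper does not report on the SCN and the LGN, 2 brain regions. The criteria gave 32 changes between the −30 D and the normal array in the SCN (12 higher and 20 lower, but 16 higher and 13 lower without scaling) and 41 in the LGN (13 higher and 28 lower, or 13 and 27 without scaling), more than in the lens or the retina. The 0 D arrays gave 39 and 29 against the normal arrays, and the −30 D arrays 27 and 31 against the 0 D arrays. Over both regions the 0 D array was nearer to the normal array in 47.9% of the changes, against 35.6% to 64.4% over the 36 exchanges of whole arrays within each region, which is consistent with differences between single arrays or slides. An effect of lens wear on visual centers of the brain was not tested apart from these and stays open.

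Between tissues, 22 miRNAs were higher in at least 1 ocular tissue and lower in at least 1 other with the −30 D lens, and this holds for 10 of the 19 miRNAs changed in 3 or more tissues. The difference between the tissues was not tested, since each tissue has 1 array per group. With undetected miRNAs at the lowest detected signal of their array, which by construction removes most changes with the flag on 1 array, 89 changes in single tissues and 8 miRNAs with a change in 3 or more tissues were left. Retina carried over into neighboring samples is weighed for mmu-miR-96-5p and its neighbors in the last part. A response to the lens that differs between tissues stays open, as untested.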

How the results depend on the processing

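The setting with the total signal printed in the scanner files was chosen after the data were seen, and the others were not.

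The 75th percentile over all miRNAs was 0.1 on every array, since at most 13.2% of the miRNAs were detected, so that this setting is identical to no scaling. Under it, under no scaling and with the deposited table, 17 miRNAs were lower in the lens, against 11, and the other counts of changes stayed within 1.5 times the main counts (17 of 18 results, or 13 of 14 with the deposited table, in which the 0 D results could not be computed). Quantile normalization moved 2 of 18: 13 miRNAs were lower in the cornea, against 7, and 10 in the RPE/choroid, against 5. The cause was not tested.

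An undetected miRNA at the lowest detected signal of its array removes, by construction, most changes with the flag on 1 array. It left 20 higher and 2 lower miRNAs in the cornea, 9 and 7 in the iris, and 3 and 1 in the lens. In the retina 0 lower were left, in the RPE/choroid 12 higher and 1 lower, and in the sclera 29 higher and 5 lower. In 3 or more tissues, 8 miRNAs were changed. The totals were 89 changes between −30 D and normal, 67 between 0 D and normal, and 67 between −30 D and 0 D. Of the 89, 28 were shared with the 0 D lens. The filter on dim miRNAs acts on the same changes. It left 27 higher and 2 lower in the cornea, 9 and 7 in the iris, and 3 and 4 in the lens. In the retina 0 lower were left, in the RPE/choroid 10 higher and 1 lower, and in the sclera 27 higher and 10 lower. In 3 or more tissues, 8 miRNAs were changed. The same 3 comparisons had 100, 76 and 79 changes, and 36 were shared. With a ratio of 3 where both arrays detect the miRNA, 13 miRNAs were higher in the sclera and 8 changed in 3 or more tissues, and 16 of 18 results stayed within 1.5 times.

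Normexp moved 17 of 18 results. It left 2 higher miRNAs and 0 lower in the cornea, 1 and 0 in the iris, 1 and 0 in the lens, 0 lower in the retina, 0 and 0 in the RPE/choroid and 2 and 0 in the sclera, with 1 miRNA changed in 3 or more tissues. It gave 6 changes between −30 D and normal, 4 between 0 D and normal and 3 between −30 D and 0 D, with the 0 D array nearer to normal in 66.7% of the 6, and 0 shared. By its construction, an offset added to each signal draws the ratios of dim miRNAs toward 1, and the cause was not tested further. Of 63 log2 ratios and lower bounds of named miRNAs, 5 stayed within their error, 52 moved and 6 that met the criteria changed sign. A lower bound has no error, so that any difference in it counted as moved. The ratios that changed sign were those of mmu-miR-467a-3p (0.01) in the iris, mmu-miR-6965-5p (0.02) in the lens and mmu-miR-598-3p (0.08) in the RPE/choroid. The others were log2 lower bounds. mmu-miR-7047-3p went from −0.04 to 0.07 in the lens. In the sclera, mmu-miR-6965-5p went from −0.01 to 0.05 and mmu-miR-7050-5p from −0.04 to 0.03.

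With the total signal printed in the scanner files, which carries the value of another miRNA for some miRNAs, 24 miRNAs were lower in the cornea, 30 higher in the iris, 12 higher in the lens, 10 higher in the retina and 10 lower in the RPE/choroid, and 13 of 18 results stayed within 1.5 times. Of the same 63, 16 that met the criteria changed sign: mmu-miR-3082-5p (−0.67) and mmu-miR-466i-3p (−0.07) in the cornea; mmu-miR-128-3p (3.68), mmu-miR-467a-3p (4.41), mmu-miR-574-3p (0.26) and mmu-miR-6906-5p (−1.87) in the iris; mmu-miR-124-3p (−2.05) and mmu-miR-6965-5p (2.76) in the lens; mmu-miR-466g (−1.9), mmu-miR-467a-3p (−2.44), mmu-miR-574-3p (−4.64), mmu-miR-598-3p (2.69) and mmu-miR-6906-5p (−2.35) in the RPE/choroid; and mmu-miR-6904-5p (−1.18), mmu-miR-6906-5p (1.24) and mmu-miR-7686-5p (−1.05) in the sclera.

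The share of changes in which the 0 D array was nearer to normal ranged from 50.0% to 56.2% over the other alternatives. No log2 ratio of a named miRNA that met the criteria with the flag on both arrays changed sign without scaling or with quantile normalization. The median shift over the named miRNAs was 0.14 without scaling, 0.20 with quantile normalization, 0.66 with normexp and 0.27 with the printed signal. A slide effect was not run, since each slide holds 1 lens group. Signal over background limits all counts, since the lowest detected scaled signal differs between arrays.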

Differences from the paper's values

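Of 65 counts that the paper states, 36 were equal here, and 64 were equal without scaling. The 14 counts given here are those more than 1.5 times apart, or with 0 here, and the others that were not equal are within 1.5 times of the paper's. A bar is given where it differs by more than the error of the log2 ratio. A setting is said to come within the paper's value by the same limits, which does not make it equal. In each case the alternatives named were set before the data were examined, and the alternatives not named still differ. The 3 settings without a scaling factor are the 75th percentile over all miRNAs, no scaling and the deposited table.

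With the flag on both arrays, the paper gives 3 higher miRNAs in the iris, against 7 here, and the 3 settings without a factor and the ratio of 3 come within the paper's value. It gives 7 lower in the iris, against 4, and 9 lower in the sclera, against 5, where the 3 settings without a factor and quantile normalization come within the paper's values. For the miRNAs lower in the lens with the flag on both arrays the paper gives 7, against 1, and for those lower in the RPE/choroid 3, against 1, and only the 3 settings without a factor come within its values. In all, the paper gives 17 lower miRNAs in the lens, against 11, and the 3 settings without a factor and quantile normalization (12) come within its value.

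Of the miRNAs changed in 2 tissues, the paper lists 4 higher in both cornea and iris, against 7, and the 3 settings without a factor, an undetected miRNA at the lowest detected signal and the filter on dim miRNAs come within its value. It lists 2 higher in the cornea and lower in the sclera, against 1, where the 3 settings without a factor and quantile normalization come within it. It lists 1 higher in the iris and lower in the lens, against 0; 1 lower in the lens and higher in the sclera, against 0; 2 lower in both lens and retina, against 1; 2 lower in both lens and sclera, against 1; and 2 lower in both RPE/choroid and sclera, against 1. For these, only the 3 settings without a factor come within the paper's values. It lists 1 higher in both lens and RPE/choroid, against 0, and no alternative closes this difference. Besides these counts, Table 5 lists no miRNA lower in both retina and sclera, while 1, mmu-miR-202-3p, was found here. Without scaling it met the criteria in the lens too, and is listed with that tissue.

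The bar of mmu-miR-1224-5p in the cornea is at about 1.9 in Fig. 4, read by eye, against a log2 ratio of 1.56 here, and only the 3 settings without a factor (1.85) come within it. For the lens, Fig. 6 shows mmu-miR-124-3p at about 1.6, read by eye, against 1.89, where only the 3 settings without a factor (1.63) come within it, and mmu-miR-183-5p at about 1.5 and mmu-miR-96-5p at about 1.3 in Fig. 6, read by eye, against 1.8 and 1.54, where the 3 settings without a factor and quantile normalization come within the paper's values. In the sclera, mmu-miR-96-5p is at about −1.3 in Fig. 9, read by eye, against −1.13, and only the 3 settings without a factor (−1.28) come within it.

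In 2 tables, Table 4 and Table 14, the paper lists mmu-miR-96-5p as higher in the RPE/choroid, while its log2 ratio was −0.87, and Fig. 8 and Table 11 also show it as lower. The text states that the miRNAs lower in the RPE/choroid were higher in the sclera, while mmu-miR-872-5p and mmu-miR-182-5p were lower in the sclera here, as in Table 6. Table 14 lists mmu-miR-468-3p as higher in the iris, where it was detected on the normal array and not with the −30 D lens, and Fig. 5 also shows it as lower. Table 7 does not give the retina for mmu-miR-6965-5p, which was lower there by the criteria. Table 7 lists mmu-miR-202-3p and mmu-miR-96-5p among the miRNAs changed in 3 tissues, while they met the criteria in 2, and the 3 settings without a factor call them in 3.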

Other observations

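The tests of whether retinal miRNAs appear in proportion in the sclera, the RPE/choroid and the lens, with their limits, and the one on the cornea miRNAs that also rose with the 0 D lens were chosen after the result was seen.

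In the −30 D cornea many more miRNAs were higher than lower. A normal cornea array of lower signal would raise the same miRNAs on both lens arrays, and the normal array detected 137 miRNAs, against 149 with the 0 D and 172 with the −30 D lens. Of the 52 higher miRNAs, 20 were also higher on the 0 D array than on the normal array and 32 were not, and 36 miRNAs were higher on the −30 D than on the 0 D array. This argues against a low normal array as the source of the whole pattern. For the 20 shared miRNAs, a low normal array and an effect of wearing a lens cannot be told apart, since there is 1 normal array. A −30 D cornea array of higher signal was not tested and stays open, also for the rises not shared with the 0 D lens. The number of detected miRNAs was highest on that array. Blood cells in the sample were examined with a list of 8 miRNAs, of which 7 are on the array: 2 were detected on the −30 D array and not on the normal array, and 0 on both. Both were also detected on the 0 D array, mmu-miR-451a at 12.0 against 10.8 on the −30 D array and mmu-miR-223-3p at 25.5 against 13.4, which speaks against blood as the source of the rises not seen with the 0 D lens. With 2 dim miRNAs the list cannot be followed as a whole, and this source stays open, as does an effect of the lens on the cornea.

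mmu-miR-96-5p, mmu-miR-183-5p and mmu-miR-124-3p are abundant in the retina and moved in opposite directions in the lens and in the RPE/choroid and sclera. Retina carried over in the dissection in different amounts could give such changes. Outside the genes of mmu-miR-96-5p, mmu-miR-182-5p and mmu-miR-183-5p, which lie side by side on 1 chromosome, the retina list gave 10 pairs of miRNA and tissue detected on both arrays, and 10 of 10 moved the way of mmu-miR-96-5p, with scaling, without it and with quantile normalization. This is consistent with carried-over retina. mmu-miR-128-3p in the lens is not among the pairs: it was detected on the normal (14.7 ± 4.71) and the 0 D (15.5 ± 3.98) arrays and not on the −30 D array, opposite to mmu-miR-96-5p, at signals too near the detection limit to speak for or against. Of these pairs, 3 are those of mmu-miR-124-3p itself. In the sclera the other 3 lay within their errors, with log2 ratios of −0.12 ± 0.17 for mmu-miR-9-3p, −0.24 ± 0.44 for mmu-miR-129-5p and −0.38 ± 0.48 for mmu-miR-128-3p, while mmu-miR-96-5p was at −1.13, so that outside mmu-miR-124-3p the directions rest mainly on the RPE/choroid, where they ranged from −0.21 ± 0.16 to −0.79 ± 0.29.

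Carried-over retina would bring every abundant retinal miRNA in proportion. The signals of mmu-miR-183-5p and mmu-miR-124-3p were 6.78% and 5.15% of the retina in the normal sclera, and 9.27% and 8.63% in the normal RPE/choroid. In the lens mmu-miR-124-3p was at 0.920% on the normal, 2.96% on the 0 D and 3.83% on the −30 D arrays. Of the retinal miRNAs whose expected signal lay above the detection limit, those more than 1.5-fold under expectation were counted, with at most 5% on every array taken as in proportion and at least 2 that were 2-fold or more under it on every array as out of proportion, limits set after the values were seen. In the sclera, 2 of 59 lay under expectation on the normal array (3.39%), 1 of 25 on the 0 D array (4.00%) and 2 of 32 on the −30 D array (6.25%). mmu-miR-129-2-3p fell short on all 3 arrays and mmu-miR-129-5p on 2. mmu-miR-129-2-3p was expected at 28.8 and measured at 9.22 on the normal array, with 8.71 of 13.1 on the 0 D and 7.90 of 12.6 on the −30 D array, and mmu-miR-129-5p was expected at 25.9 and measured at 8.72 on the normal array, with 7.36 of 11.6 on the −30 D array. These 2 go against carried-over retina as the whole source, while the other miRNAs do not, so that carried-over retina and a change within the sclera cannot be told apart. In the RPE/choroid, 0 of 66 lay under expectation on the normal, 0 of 52 on the 0 D and 0 of 50 on the −30 D array. This does not go against carried-over retina in proportion, but it is weak support. In all 3 tissues the count finds shortfalls only, and a miRNA that the tissue itself expresses cannot fall short. mmu-miR-204-5p, for example, was at 758 on the normal RPE/choroid array and at 605 on the normal retina array. In the lens the counts were 0 of 4, 0 of 12 and 0 of 12, which include the 3 miRNAs that give the shares. These counts do not go against carried-over retina in proportion either, on few miRNAs and with the same limit. A change of these miRNAs in the tissues themselves was not tested apart from this and stays open in all 3.

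The other results of the cell type lists are medians of the log2 ratio of −30 D to normal over the miRNAs detected on both arrays. The retina list had −0.79 in the RPE/choroid (8 of 8 lower), −0.87 in the sclera (7 of 7 lower) and −0.51 in the iris (4 of 6 lower), and all 3 of its miRNAs were higher in the lens; these signs were the same without scaling and with quantile normalization. In the cornea its median was −0.12, which became 0.17 without scaling, and in the retina −0.18, which became 0.00 with quantile normalization. Striated muscle had 0.63 in the RPE/choroid and 0.73 in the sclera (3 of 3 higher in each, with the same sign in both other settings), 0.66 and 1.11 there with the 0 D lens, 0.12 in the iris, −0.08 in the lens (0.00 with quantile normalization), −0.20 in the retina, and 0.15 in the cornea, which became −0.31 with quantile normalization. Surface epithelium had 0.38 in the iris (7 of 7 higher) and −0.11 in the cornea (8 of 8 lower), which became 0.18 without scaling, and 1 miRNA detected on both arrays in each of the other tissues, with 0.02 in the lens (−0.24 without scaling), −0.79 in the retina, −0.16 in the RPE/choroid and 1.16 in the sclera. Pigment cells, a list of 2 miRNAs, had 0.48 in the cornea and 0.31 in the RPE/choroid with the same sign in both other settings. In the iris (0.01), the lens (−0.18), the retina (−0.19) and the sclera (0.01) the sign changed or the median was 0.00 in at least 1 of them. The blood cell list had −0.40 in the sclera over 2 miRNAs, lower in all 3 settings, while its medians in the iris (−0.0), the retina (−0.08) and the RPE/choroid (0.13), over 2, 1 and 3 miRNAs, were near 0, and the last 2 changed sign with quantile normalization. In the lens 0 of its miRNAs were detected. No biological explanation of the list values was tested.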
